A study of Mus musculus with 20 samples. Its data were reported in "Unique miRNome and transcriptome profiles underlie microvascular heterogeneity in mouse kidney" (2023).

How the data were processed

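The kidneys came from healthy male C57BL/6 OlaHsd mice. Arterioles, glomeruli, peritubular capillaries and post-capillary venules of the renal cortex were cut from cryosections of snap-frozen kidneys by laser microdissection, and whole kidney sections served as the reference. Arterioles, glomeruli and venules were chosen by their shape on slides stained with hematoxylin, and peritubular capillaries on a slide stained with a fluorescent lectin, isolectin B4, that binds endothelium. The area cut was smaller for arterioles and peritubular capillaries than for glomeruli and venules. RNA was isolated with NucleoZOL, and 3′ mRNA libraries were made with the QuantSeq FWD kit, which counts each transcript by a read near its 3′ end. Microdissected samples were processed with the kit's low-input modification and more PCR cycles than whole kidney samples, so this difference in preparation cannot be separated from the comparison with whole kidney. Libraries were sequenced as single-end reads on a NovaSeq instrument. The authors trimmed and filtered reads with bbduk, aligned them with STAR to the mouse genome build GRCm38.p6 of Ensembl, and counted reads per gene with htseq-count. The strand setting of the counting and any use of molecular identifiers are not given in the sources used here, so reads of overlapping genes on opposite strands cannot be told apart.

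The authors deposited raw read counts in 1 table, with no normalization or filter on low values; all used values were checked to be whole numbers. The table holds 34255 genes and 168 columns of per-sample values. Of these, 20 columns belong to the samples analysed here, and the other 148 columns were not used. Columns were assigned to the 5 groups by the section and treatment in the table's header lines and the letter in their names. The column name of capillary 96 carries 2 further letters, whose meaning is not given in the sources used here. The number in each column name (93, 96, 98 or 100) serves below as the library's name; the labels number the replicates in another way, and nothing ties a library to a labelled replicate. Lines that name no gene (3) were left out. Of the 34255 genes, 561 had no symbol in the table, and 34185 (99.8%) matched the GENCODE M21 annotation of GRCm38 by identifier; coordinates are from that annotation, counted from 1. No 2 libraries held identical values.

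The tests, thresholds, gene lists and the rule for naming genes were fixed before the data were examined. Counts were analysed in R 4.3.3 with edgeR 4.0.16, using TMM normalization, the filterByExpr filter by group and the quasi-likelihood F test in its version 3 form. The study's methods name the same kind of test with an adapted independent filter, which is an alternative here. Adjusted p-values (FDR) are Benjamini-Hochberg values over all genes tested. For the comparison with whole kidney, all 20 libraries were fitted together with 5 groups and 13813 genes; a gene was called higher or lower at FDR under 0.05 and a log2 fold change above 1 or below -1. For marker mRNAs, the 16 microdissected libraries were fitted with 4 groups and 12179 genes; a marker had FDR under 0.05, a log2 fold change above 0 against the equal-weight mean of the other 3 compartments on the log scale, and at least 10 CPM (counts scaled to the TMM-scaled library total) in all 4 libraries. Because that mean is taken on the log scale, a gene can pass with a lower arithmetic mean than that of the 12 other libraries. An exclusive marker was in addition higher than each of the other 3 compartments in pairwise contrasts, each at FDR under 0.05. Levels are given as mean CPM ± SD, and ratios as the ratio of mean CPM.

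The genes named were, per compartment, the 10 markers with the highest fold change, the 4 genes with the lowest fold change among those with at least 10 CPM in all 12 other libraries, the 6 highest and 4 lowest against whole kidney under the same kind of minimum, up to 4 members of each list with the smallest p and up to 2 against its median, and the genes the study measured by quantitative RT-PCR. Predicted genes without a proper name and pseudogenes were counted and passed over when naming, and some items are not reported here.

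There were 22 gene lists: pan-endothelial, arterial endothelial, glomerular endothelial, capillary endothelial, venous endothelial, lymphatic endothelial, smooth muscle contractile, mesangial and pericyte, podocyte, parietal epithelial, proximal tubule, loop distal and collecting duct, erythrocyte and platelet, leukocyte and macrophage, fibroblast and adventitia, collagen IV and laminin, fatty acid oxidation, mitochondrially encoded, leukocyte adhesion and recruitment, vasoactive signalling, immediate early and heat shock, and the study's qRT-PCR genes. Each was tested in each compartment with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, with an estimated correlation as the alternative; adjusted p-values cover all 88 tests of lists and compartments in each of the 2 families. Counts of members "within the list" use p-values adjusted over the list's own genes. Camera compares the list with the other genes of the same fit. Shares of counts were computed for 15 lists of cell types.

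Values per library were compared with exact two-sided permutation tests (4 against 4 libraries, 35 distinct splits, smallest possible p 0.0286). Grouping of libraries was tested with 100000 permutations of the group labels on Spearman correlations of log2 CPM. For the overlap of genes called against the same whole kidney libraries, unchanged groups were simulated and the whole kidney libraries were divided between the 2 sides of each comparison. A confidence interval of a share is an exact 95% binomial interval; intervals and limits from low counts cover counting error only, since PCR reads without molecular identifiers are not independent molecules. Python 3.11.15 with scipy 1.17.1 was used for these steps.

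The edgeR step was tested on simulated counts drawn from the real means and totals, with 200 genes changed. Against whole kidney, it recovered 13% of genes changed 4-fold and 62% of genes changed 16-fold in arterioles, 12% and 58% in glomeruli, 11% and 52% in peritubular capillaries, and 9% and 49% in venules. With each group's own spread these fell to 3% and 42%, 2% and 49%, 4% and 45%, and 3% and 38%. Against the other compartments the figures were 26% and 59%, 24% and 63%, 22% and 65%, and 19% and 66%, in the same order. False calls made up 1.3%, 2.8%, 3.1% and 1.7% of the calls against whole kidney and 5.6%, 11.2%, 16.3% and 5.6% of those against the other compartments. For arterioles against whole kidney, false calls made up 56.2% with DESeq2 and 25% with limma voom.

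Alternatives were DESeq2 size factors, the DESeq2 1.42.0 Wald test, limma voom with quality weights, no filter on low counts, independent filtering, the replicate number as a block, counts thinned to the smallest total, mitochondrial and hemoglobin genes left out, other sets of libraries in the fit, other reference groups, no fold or CPM minimum, and each library left out in turn; the closing section gives their effect.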

Results

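The data are 3′ mRNA read counts of 20 libraries from mouse kidney. Arterioles, glomeruli, peritubular capillaries and post-capillary venules of the cortex are represented by 4 microdissected samples each, and whole kidney by 4 samples. The labels call the 4 samples of a group biological replicates but do not name the mouse behind each, so p-values measure the spread between these samples. The libraries are named by group and by the number in the deposited table, as in arteriole 96, and values per library follow the order 93, 96, 98 and 100. Arteriole libraries held 6121550, 11443164, 8815205 and 6475503 counts. Glomerular libraries held 7507337, 7299352, 9792824 and 7533913 counts, and peritubular capillary libraries 8094110, 6864858, 10585288 and 7903657. Venule libraries held 9038724, 8635398, 4639090 and 8433741 counts, and whole kidney libraries 8103358, 7654464, 12283098 and 8905855. The totals of no compartment differed from those of whole kidney beyond the spread between libraries (exact permutation p 0.514 for arterioles, 0.400 for glomeruli, 0.543 for peritubular capillaries and 0.514 for venules, n = 4 each).

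Genes with at least 1 count numbered 11838 ± 516 in arterioles, 13495.5 ± 520 in glomeruli, 12529.8 ± 742 in peritubular capillaries and 12816.2 ± 734 in venules (SD, n = 4), against 19290.2 ± 922 in whole kidney. With more than 10 counts the numbers were 7171 ± 1141, 10858.2 ± 740, 8500 ± 1460, 9458.25 ± 824 and 13639.5 ± 671, in the same order. Every compartment lay below whole kidney in 4 of 4 libraries by both counts (exact permutation p 0.0286, n = 4 each, the smallest such a test can give). After thinning of all libraries to 4639090 counts, genes with at least 1 count averaged 10736.5, 12849.5, 11499.8, 12066.2 and 18119, and the exact p-values against whole kidney were again 0.0286. Arterioles held fewer detected genes than glomeruli (exact p 0.0286), while glomeruli against peritubular capillaries gave 0.0571 and peritubular capillaries against venules 0.629.

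**Figure D1:**
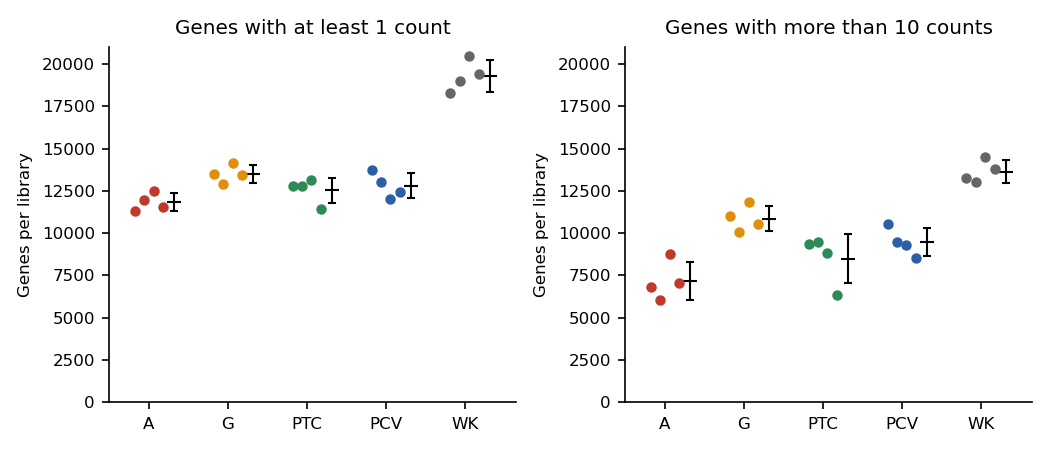
Number of genes with at least 1 count (vertical axis) in each library (points) of the 5 groups, with the mean and SD of 4 libraries. All 16 microdissected libraries lie below the lowest whole kidney library, which held 18272 genes.

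The mean Spearman correlation of log2 CPM was 0.790 within and 0.741 between groups over the 20 libraries, and 0.745 and 0.706 over the 16 microdissected libraries (permutation p 1e-05 in both, the smallest that 100000 permutations can give). Whole kidney libraries resembled one another most (mean Spearman correlation 0.972), followed by glomeruli (0.790), peritubular capillaries (0.748), venules (0.745) and arterioles (0.697). Arteriole libraries correlated less with one another than with glomerular (0.705) or whole kidney libraries (0.736). Among the microdissected libraries, 12 of 16 had their nearest neighbour in their own compartment. With whole kidney included, 8 of 20 did, these being the glomerular and whole kidney libraries, and all arteriole, peritubular capillary and venule libraries lay nearest to a whole kidney library. On the first principal component the 4 arteriole libraries stood apart from the rest, and on the second the 4 glomerular libraries. Peritubular capillary and venule libraries correlated with one another at 0.735 on average, and with whole kidney at 0.83 and 0.82.

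**Figure D2:**
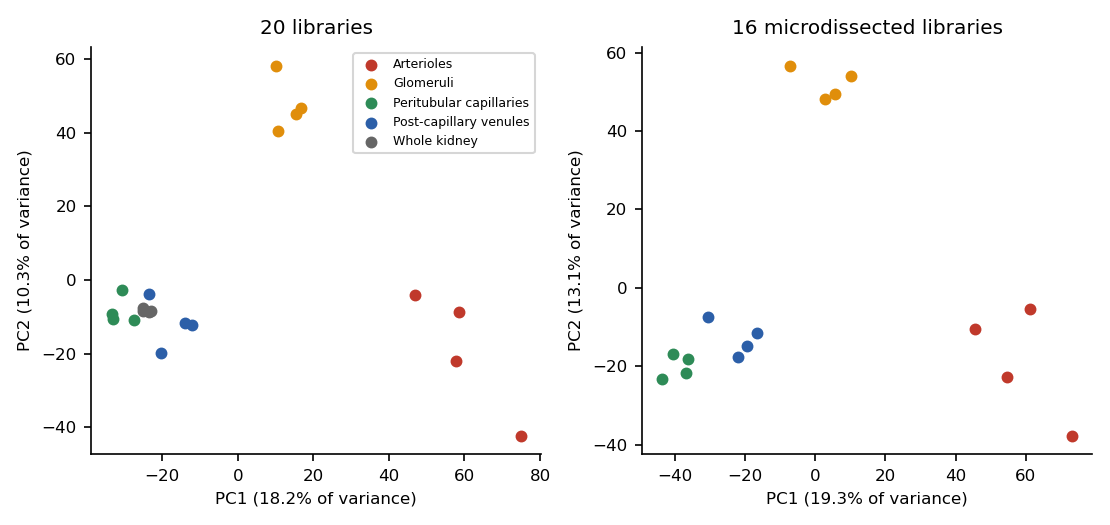
First and second principal component scores of log2 CPM for the 20 libraries (18.2% and 10.3% of the variance) and for the 16 microdissected libraries (19.3% and 13.1%), 1 point per library, coloured by group. Arteriole libraries separate along the first axis and glomerular libraries along the second.

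The study checked its microdissection with a few genes, with Plvap, Emcn and Ehd3 scaled to Pecam1, which CPM does not repeat. Pecam1, an adhesion molecule of all endothelium, stood at 1661 ± 1132 CPM in arterioles and 350 ± 75.2 in glomeruli, against 65.1 ± 9.07 in whole kidney (SD, n = 4; FDR 8.03e-08 and 0.00193, above all whole kidney libraries in 4 of 4 libraries of each). In peritubular capillaries it stood at 61.3 ± 27.6 CPM (log2 fold change -0.09, FDR 0.981) and in venules at 143 ± 87.2 CPM (1.14, FDR 0.376), so no difference from whole kidney was detected there. Cdh5, the junction protein VE-cadherin, was higher than whole kidney in arterioles (139 ± 97.54 against 11.5 ± 3.32 CPM, FDR 0.0263), a call that ended without arteriole 96 or 100 or any 1 whole kidney library (FDR up to 0.0853). In glomeruli it stood at 85.0 ± 32.9 CPM and in peritubular capillaries at 2.27 ± 3.51 CPM, with FDR 0.119 and 0.343. Ehd3, known from glomerular endothelium, stood at 2220 ± 371 CPM in glomeruli and differed there from arterioles (FDR 0.00207), peritubular capillaries (0.000217) and venules (0.00223). Emcn, a sialomucin of capillary and venous endothelium, was lower in arterioles (16.7 ± 20.4 CPM) than in glomeruli (674 ± 94.6, FDR 6.67e-05), peritubular capillaries (210 ± 278, FDR 0.00119) and venules (201 ± 51.8, FDR 0.0032). Glomeruli against the latter pair gave FDR 0.176 and 0.270. Plvap, a protein of endothelial diaphragms, stood at 259 ± 57.9 CPM in venules against 50.5 ± 41.4, 80.5 ± 12.5 and 65.7 ± 35.9 in arterioles, glomeruli and peritubular capillaries, and no pair passed (FDR 0.103, 0.447 and 0.352). Over these 5 genes, 9 of 26 pairwise and whole kidney contrasts passed.

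**Figure D3:**
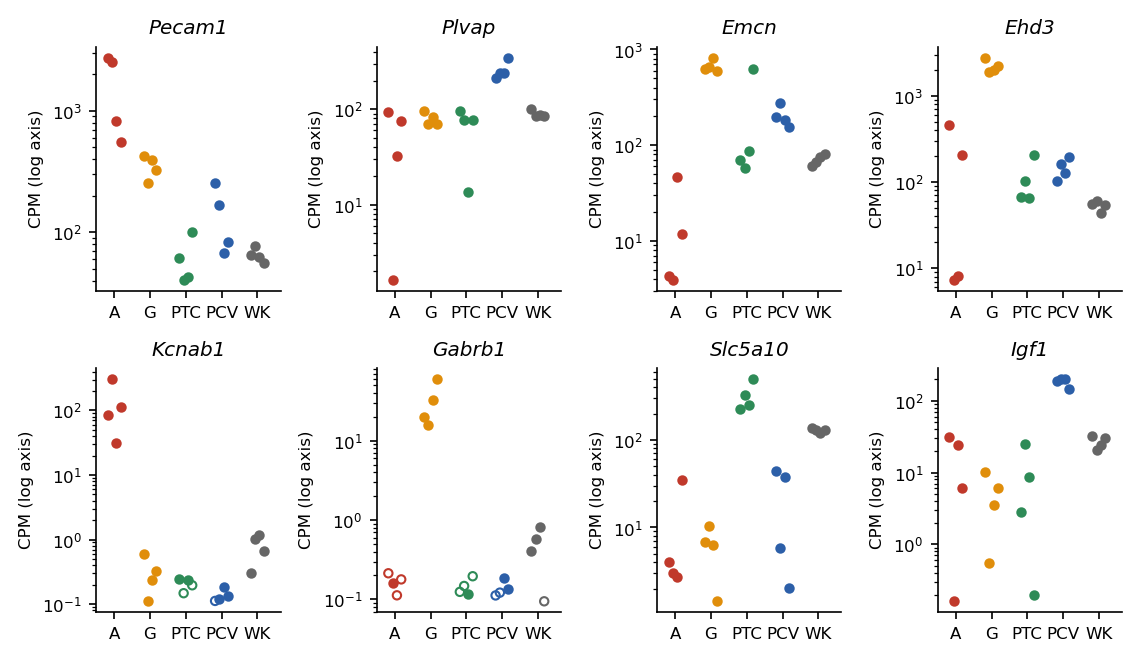
CPM per library (logarithmic vertical axis) of 8 genes measured by the study, 1 point per library in 5 groups, with open circles for 0 counts drawn at the level of 1 count. Pecam1 is highest in arterioles, Ehd3 and Gabrb1 in glomeruli, Slc5a10 in peritubular capillaries, and Plvap and Igf1 in venules.

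Cell type composition was described by the share of counts on each list of known marker genes. Pan-endothelial genes took 0.533% ± 0.0516 of the counts in arterioles, 0.519% ± 0.0401 in glomeruli and 0.153% ± 0.0332 in venules, against 0.0699% ± 0.00391 in whole kidney (SD, n = 4; exact permutation p 0.0286 each, 4 of 4 libraries higher). In peritubular capillaries they took 0.0830% ± 0.0195 (exact p 0.343), while capillary endothelial genes took 0.285% there against 0.215% and glomerular endothelial genes 0.311% against 0.240% (exact p 0.0286 each, 4 of 4 libraries higher). Smooth muscle genes took 4.11% of arteriole counts against 0.123% of whole kidney counts, and podocyte genes 1.46% of glomerular counts against 0.0467%. Proximal tubule genes took 9.68% ± 0.995 in peritubular capillaries and 6.16% ± 0.219 in whole kidney, with 3.87% in venules, 1.23% in glomeruli and 1.2% in arterioles. Erythrocyte and platelet genes, mostly hemoglobin, took 3.34% ± 1.30 in venules and 2.42% ± 1.30 in arterioles, against 0.118% in peritubular capillaries and 0.357% in whole kidney. Fibroblast genes took 0.293% in arterioles and 0.202% in venules, against 0.0401% in whole kidney. Of the 60 comparisons of 15 lists in 4 compartments with whole kidney, 47 reached the exact p of 0.0286 (Benjamini-Hochberg value 0.0365).

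RNA of mitochondria and ribosomes also differed between groups. The 13.65% ± 0.918 of counts on mitochondrially encoded genes in venules lay near the 13.63% ± 0.475 of whole kidney (exact p 0.943), and peritubular capillaries (9.93% ± 1.36), arterioles (7.06% ± 1.19) and glomeruli (5.60% ± 0.65) lay lower. Mitochondrial ribosomal RNA, the transcripts of mt-Rnr1 and mt-Rnr2, was highest in peritubular capillaries (4.48% ± 0.517), against 3.13% in venules and 1.99% in whole kidney. Genes of cytoplasmic ribosomal proteins took 3.76% in arterioles, 3.38% in glomeruli, 3.06% in venules, 2.75% in whole kidney and 1.96% in peritubular capillaries.

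**Figure D4:**
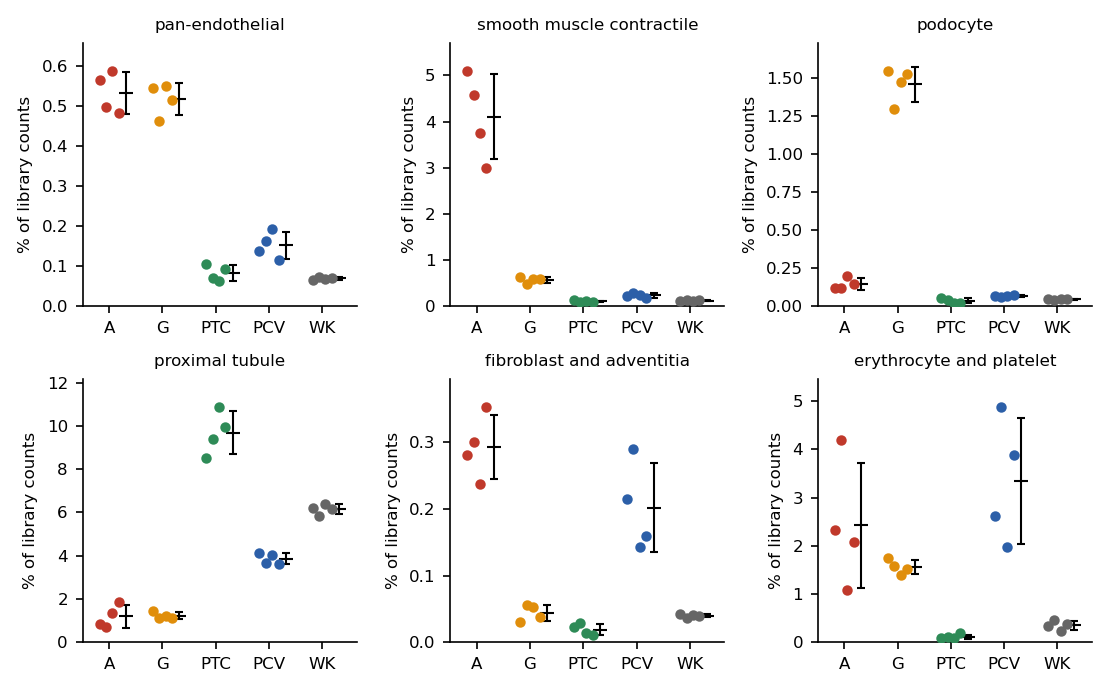
Percentage of each library's counts on 6 marker lists (vertical axis), 1 point per library in 5 groups, with black marks for mean and SD of 4 libraries. The proximal tubule share is highest in peritubular capillaries (9.68%), the podocyte share in glomeruli (1.46%), the smooth muscle share in arterioles (4.11%) and the erythrocyte share in venules (3.34%).

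The main comparison asked which genes are enriched in each compartment over the whole kidney. In arterioles, Mall, a membrane protein of the MAL family, reached 891 ± 699 CPM (SD, n = 4), 351 times the whole kidney mean (FDR 1.28e-07). Cnn1, the smooth muscle protein calponin, stood at 1604 ± 1364 CPM (289 times, FDR 1.30e-08), and Eln, which encodes elastin, at 3329 ± 2486 CPM (249 times, FDR 9.73e-10). Jph2, a junction protein of muscle membranes, Optc, a small proteoglycan, and Carmn, a long noncoding RNA of smooth muscle, stood at 276, 251 and 247 times the whole kidney mean (FDR 1.55e-05, 2.27e-06 and 0.0052). All 6 genes exceeded every whole kidney library in 4 of 4 arteriole libraries. The fitted log2 fold change moved from 8.17 to 7.41 for Cnn1 without arteriole 96.

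By group, smooth muscle genes rose in 19 of 20 (19 adjusted within the list, camera FDR 1.06e-43), among them Acta2 (12564 against 121 CPM in whole kidney, FDR 2.47e-16), Myl9 and Flna. Arterial endothelial genes rose in 11 of 17 (14 within the list, camera FDR 6.07e-16), with the matrix proteins Mgp (7749 against 257 CPM, FDR 6.46e-14) and Ltbp4 (2251 against 28.8, FDR 6.16e-10) at the front. Pan-endothelial genes rose in 13 of 21 (18 within the list, camera FDR 4.49e-16), including Cldn5, a tight junction protein (394 against 2.69 CPM, FDR 1.73e-06). Mesangial and pericyte genes rose in 7 of 13 (7 within the list and 1 lower, camera FDR 5.75e-08), with Rgs5 at 5081 against 43.6 CPM. Fibroblast genes rose in 8 of 16 (8 within the list, camera FDR 3.40e-07). Hemoglobin and other erythrocyte genes rose in 6 of 8 (6 within the list, camera FDR 6.05e-08). Collagen IV and laminin genes rose in 5 of 16 (6 within the list and 1 lower, camera FDR 0.00278). Leukocyte adhesion genes rose in 3 of 11 (4 within the list, camera FDR 0.000591) and vasoactive genes in 3 of 15 (5 within the list, camera FDR 0.00614). Tubule genes fell in 20 of 26 (24 within the list, camera FDR 5.31e-12) of the proximal tubule, with the androgen-regulated Kap at 7818 against 28754 CPM (FDR 3.53e-09), and in 9 of 17 (10 within the list, camera FDR 0.000163) of the loop, distal tubule and collecting duct.

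Among genes with at least 10 CPM in every whole kidney library, Pla1a, a phospholipase, had 0 counts in the 4 arteriole libraries against 666 in whole kidney (FDR 0.0187). The hormone gene Cck, the proteasome assembly factor Psmg1 and the homeobox gene Hoxd10 had 1 count each, against 1468, 822 and 632 (FDR 0.0221, 0.0205 and 0.0196). Calls ended for Cck without arteriole 96 or whole kidney 96 or 100 (up to 0.0569), Psmg1 without arteriole 96 (FDR 0.0521) and Hoxd10 without arteriole 96 (FDR 0.0513). The fitted log2 fold change, which for genes at so few counts depends on the prior count of the fit, moved from -9.23 to -11.20 for Cck and -8.33 to -10.30 for Psmg1 without arteriole 100. Without arteriole 98 it moved from -8.22 to -9.94 for Hoxd10. In total 798 genes were higher and 760 lower in arterioles (1125 and 2424 in a fit of only the 8 libraries compared), and the median log2 fold change over all genes was 0.22. The number of genes higher was 438, 445, 456 and 447 without whole kidney 93, 96, 98 and 100 in turn. The number lower was 449 without arteriole 96, and 347, 333, 349 and 337 without whole kidney 93, 96, 98 and 100.

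In glomeruli, genes known from podocytes were among those highest over whole kidney. Myom2, a muscle M-line protein, stood at 662 ± 72.9 CPM (SD, n = 4), 97.7 times the whole kidney mean (FDR 1.80e-07). Clic3, a chloride channel protein of podocytes, was 70.1 times higher (FDR 8.27e-06) and Ddn, the podocyte protein dendrin, 67 times (FDR 0.000356). Lmx1b, a transcription factor of podocytes, Tdrd5 and Wt1os, annotated antisense to Wt1, stood at 79.5, 65.1 and 91.6 times the whole kidney mean (FDR 0.0114, 0.0319 and 0.0419), although reads of Wt1os and Wt1 cannot be told apart without the strand setting. Each of the 6 exceeded all whole kidney libraries in 4 of 4 glomerular libraries. Their calls ended for Lmx1b without any 1 of the 8 libraries except glomerular 93, 98 and 100 (up to 0.0669), Tdrd5 without any 1 of the 8 libraries except glomerular 100 (up to 0.127) and Wt1os without any 1 of the 8 libraries (up to 0.156).

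Podocyte genes rose in 15 of 20 (18 within the list, camera FDR 2.81e-37), with the surface sialomucin Podxl at 3557 against 87.8 CPM (FDR 1.41e-12). Pan-endothelial genes rose in 9 of 21 (16 within the list, camera FDR 4.21e-18), led by Cldn5 (109 against 2.69 CPM) and Egfl7 (379.8 against 37.6). Glomerular endothelial genes rose in 3 of 12 (5 within the list and 1 lower, camera FDR 9.04e-09), with Ehd3 first (FDR 1.69e-05). Arterial genes rose in 3 of 17 (5 within the list, camera FDR 3.36e-08), with Sema3g first (FDR 1.64e-07). Mesangial genes rose in 7 of 13 (9 within the list, camera FDR 7.89e-12), Serpine2 among them (FDR 1.88e-05). Smooth muscle genes rose in 6 of 20 (13 within the list, camera FDR 3.79e-08). Erythrocyte genes rose in 4 of 8 (5 within the list, camera FDR 5.49e-06). Collagen IV and laminin genes rose in 4 of 16 (5 within the list, camera FDR 6.72e-05), led by Lamb2 (FDR 1.69e-05). Vasoactive genes were called upward with 1 of 15 (2 within the list, camera FDR 0.042, 0.0619 with an estimated correlation) higher and adhesion genes with 0 of 11 (0 within the list, camera FDR 0.0319, 0.0753 with an estimated correlation). Proximal tubule genes fell in 20 of 26 (23 within the list, camera FDR 2.04e-26), Kap to 3966 from 28754 CPM. Genes of the loop, distal tubule and collecting duct fell in 3 of 17 (11 within the list, camera FDR 9.04e-09). Genes of fatty acid oxidation fell in 3 of 16 (4 within the list, camera FDR 3.75e-05), led by Acadm (FDR 0.000884), and mitochondrially encoded genes in 6 of 8 (6 within the list, camera FDR 7.56e-06, 0.054 with an estimated correlation). Fibroblast genes were called downward with 0 of 16 (4 within the list, camera FDR 0.0377, 0.0992 with an estimated correlation) lower.

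Lowest in glomeruli stood Fxyd4, a regulator of the sodium pump in collecting duct (156-fold lower, FDR 0.0214), Mettl7a2 (153-fold, FDR 0.0134), the steroid dehydrogenase Hsd3b9 (153-fold, FDR 0.00717) and Dmgdh, an enzyme of choline breakdown (149-fold, FDR 0.00916). Calls were lost for Fxyd4 without any 1 of the 8 libraries except glomerular 93 (up to 0.0799) and Mettl7a2 without glomerular 93, 96 or 100 (up to 0.0591). A fitted log2 fold change moved from -7.21 to -8.13 for Fxyd4 without glomerular 93. Without glomerular 100 it moved from -7.21 to -7.87 for Hsd3b9. In all, 219 genes were higher and 203 lower in glomeruli (1508 and 1319 with only the 8 libraries compared), with a median log2 fold change over all genes of 0.25. The number of genes higher was 144 without glomerular 96, and 115, 119, 115 and 124 without whole kidney 93, 96, 98 and 100. The number lower was 123, 109, 116 and 91 without glomerular 93, 96, 98 and 100, and 97, 109, 103 and 107 without the whole kidney libraries in the same order.

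In peritubular capillaries, 12 genes were higher than in whole kidney and 1 was lower, by edgeR (314 and 1066 in a fit of only the 8 libraries compared). The highest were Ttr, the thyroxine carrier transthyretin (1334 ± 693 CPM, SD, n = 4, 7.06 times whole kidney, FDR 0.017), Spink1, a trypsin inhibitor (3.47 times, FDR 0.00354), and Slc34a1, the phosphate transporter of proximal tubule (9716 ± 3936 CPM, 3.46 times, FDR 0.000222). The mitochondrial ribosomal RNA mt-Rnr2 stood at 49038 ± 10029 CPM (3.46 times, FDR 9.29e-09), the potassium channel Kcnj15 3.44 times (FDR 0.017) and the metalloproteinase inhibitor Timp3 3.33 times higher (FDR 0.000114). Each of the 6 exceeded all whole kidney libraries in 4 of 4 capillary libraries. Unadjusted p-values under 0.05 numbered 1719. The number of genes higher was 7 without capillary 100, 6 without whole kidney 93 and 7 without whole kidney 96. The number lower was 2 without capillary 96, 4 without capillary 98 and 0 without any 1 whole kidney library. Leaving out 1 library ended the calls of Ttr without any 1 of the 8 libraries except capillary 93, 96 and 98 (up to 0.159) and Kcnj15 without any 1 of the 8 libraries except capillary 93 and 96 (up to 0.155).

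Proximal tubule genes rose as a group, 2 of 26 (10 within the list, camera FDR 3.72e-14), with Kap at 71437 against 28754 CPM (FDR 0.000114), beside the larger share of proximal tubule counts in these libraries. Genes of fatty acid oxidation were called upward with 0 of 16 (0 within the list, camera FDR 0.00958) higher. Pan-endothelial genes gave 0 of 21 (0 within the list, camera FDR 0.0898) higher, with a median log2 fold change of 0.83, and were not called. The capillary endothelial list was not called either, with 0 of 16 (1 within the list, camera FDR 0.425) higher (median log2 fold change 0.13, mean -0.36). Downward calls were made for fibroblast genes with 0 of 16 (0 within the list, camera FDR 0.00135) lower and podocyte genes with 1 of 20 (2 within the list, camera FDR 0.0262). They were also made for lymphatic genes with 0 of 5 (1 within the list, camera FDR 0.0105) and erythrocyte genes with 0 of 8 (4 within the list, camera FDR 0.00467, 0.188 with an estimated correlation).

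In post-capillary venules, 28 genes were higher and 3 lower than in whole kidney (317 and 765 with 8 libraries). The 6 genes named included the 4 hemoglobin genes, with Hbb-bt at 3264 ± 1549.97 CPM (SD, n = 4, 12.5 times whole kidney, FDR 4.63e-06), Hba-a2 12 times (FDR 1.61e-05), Hbb-bs 11.7 times (FDR 1.06e-06) and Hba-a1 10.7 times higher (FDR 3.08e-06). Copies of the same globin are nearly identical, so how reads divide between them is uncertain. Cygb, the cytoglobin of fibroblast-like cells, stood at 317 ± 64 CPM (11.8 times, FDR 0.00463) and Col1a1, a chain of collagen I, at 379 ± 150.05 CPM (8.8 times, FDR 0.00686). All 6 exceeded every whole kidney library in 4 of 4 venule libraries. The genes lower were Slc7a13, an amino acid transporter of proximal tubule (144 ± 71.7 CPM against 957, FDR 0.0048), the protease Napsa (458 ± 73.2 CPM against 1535, FDR 0.0344) and the netrin receptor Unc5b (0.402 ± 0.0906 CPM against 11.4, FDR 0.0347). Unadjusted p-values under 0.05 numbered 1293. The number of genes higher was 12 without whole kidney 93 and 12 without whole kidney 98, and the number lower was 1 without any 1 of the 8 libraries. Leaving out 1 library ended the calls of Cygb without whole kidney 93 or 98 (up to 0.0572), Col1a1 without whole kidney 93 or 98 (up to 0.0572) and Napsa without any 1 of the 8 libraries (up to 0.229). So they did for Unc5b without any 1 of the 8 libraries (up to 0.171).

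Erythrocyte genes rose in 4 of 8 (6 within the list, camera FDR 1.91e-18), in the group with the largest mean share of their counts. Smooth muscle genes rose in 4 of 20 (9 within the list, camera FDR 3.09e-12), with Myl9 at 272 against 76.5 CPM (FDR 0.00181). Fibroblast genes rose in 2 of 16 (6 within the list, camera FDR 1.29e-07), with decorin, Dcn, at 858 against 102 (FDR 0.00356). Mesangial genes rose in 1 of 13 (3 within the list, camera FDR 0.000585), namely Rgs5 (FDR 0.0105). Pan-endothelial genes were called upward with 1 of 21 (4 within the list, camera FDR 3.91e-10) higher, the phosphatase Ptprb (259 against 42.5 CPM, FDR 0.0153). Venous endothelial genes were called upward with 0 of 14 (1 within the list, camera FDR 0.00083) higher and adhesion genes with 0 of 11 (0 within the list, camera FDR 3.16e-07). So were leukocyte genes with 0 of 17 (3 within the list, camera FDR 0.000317) and mitochondrially encoded genes with 0 of 8 (1 within the list, camera FDR 0.0377, 0.367 with an estimated correlation). The arterial list held the higher Mgp (FDR 1.55e-07) and Ltbp4 (FDR 0.00418) and was not called (camera FDR 0.16). Proximal tubule genes were not called either (camera FDR 0.985, median log2 fold change -0.25, mean -0.22, test direction up). Calls in these groups ended for Rgs5 without venule 100 or whole kidney 93, 96 or 98 (up to 0.119) and Ptprb without any 1 of the 8 libraries except venule 93, 98 and 100 (up to 0.137).

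**Figure D5:**
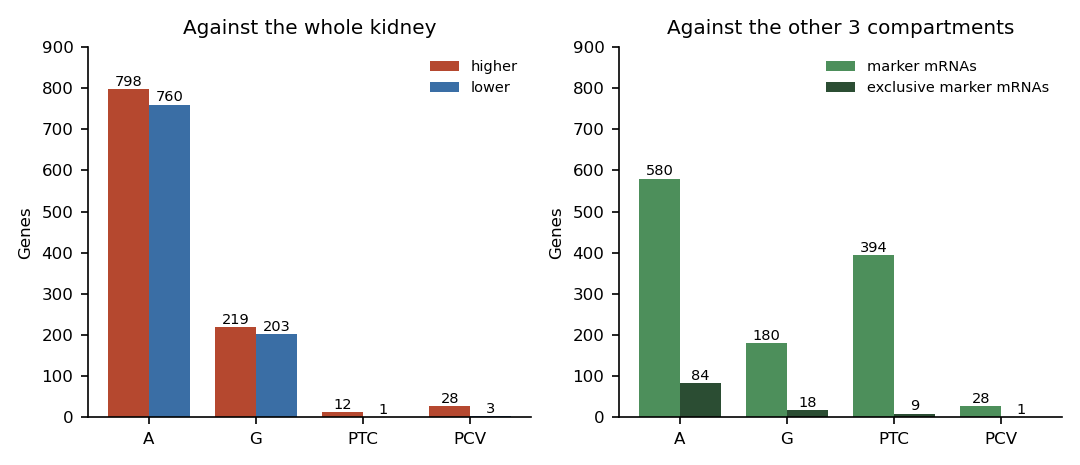
Number of genes called per compartment (bars, vertical axis from 0) against whole kidney, higher and lower, and as marker and exclusive marker mRNAs. Counts run from 798 higher and 760 lower in arterioles to 12 and 1 in peritubular capillaries, and markers from 580 in arterioles to 28 in venules.

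For specificity, of 863 genes called higher than whole kidney in at least 1 compartment, 688 (79.7%, exact 95% interval 76.9% to 82.4%) were called in 1 compartment only and 0 in all 4, which does not show that their effects differ between compartments. Arterioles contributed 625 of these (78.3% of their own genes), glomeruli 53 (24.2%), peritubular capillaries 8 (66.7%) and venules 2 (7.14%). Arterioles and glomeruli shared 165 genes, against 12.7 for independent lists of the same sizes. Arterioles and venules shared 25 (1.62 for independent lists), and glomeruli and venules 18 (0.444). All comparisons use the same whole kidney libraries. In 20 simulations of unchanged groups 0 genes were shared by any pair, by edgeR. With no changed genes, these cannot show how far shared libraries raise overlap. With separate whole kidney pairs the overlaps were 28 and 28 for arterioles and glomeruli, 6 and 6 for arterioles and venules, and 1 and 3 for glomeruli and venules.

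Marker mRNAs were sought by comparing each compartment with the other 3. Arterioles had 580 markers, of which 84 were exclusive. The highest by fitted fold change were Fbxl22, an F-box protein of the sarcomere (104 ± 84.1 CPM, SD, n = 4, 241 times the mean of the 12 other libraries, FDR 4.51e-06), and the potassium channel subunit Kcnab1 (chromosome 3, 65109384 to 65378223, GRCm38, 134 ± 119 CPM, 732 times, FDR 1.60e-07). Optc followed (chromosome 1, 133897199 to 133907999, 311 ± 159.9 CPM, 517 times, FDR 1.55e-11). Myocd, the coactivator that drives smooth muscle genes, stood at 437 times, the peptidase inhibitor Pi15 at 292 times, Serpinf1, the pigment epithelium-derived factor, at 147 times and Ptgis, the prostacyclin synthase, at 184 times the mean of the others (FDR 4.15e-05, 2.19e-08, 8.31e-07 and 3.36e-12). The arterial endothelial kinase Bmx (133 times, FDR 5.12e-05), the Notch target Hey2 (168 times, FDR 6.75e-05) and Mall (153 times, FDR 3.36e-12) completed the first 10. Each of the 10 exceeded all 12 other libraries in 4 of 4 arteriole libraries. Their fitted log2 fold changes moved from 9.66 to 10.71 for Fbxl22 and 8.04 to 8.95 for Mall without venule 98. Without arteriole 96 it moved from 9.53 to 8.76 for Kcnab1, 8.23 to 7.26 for Serpinf1 and 8.06 to 7.07 for Bmx. Without arteriole 100 it moved from 8.83 to 8.22 for Myocd. Without venule 96 it moved from 8.10 to 8.85 for Ptgis. Without glomerular 98 it moved from 8.05 to 8.95 for Hey2.

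Smooth muscle genes rose in 18 of 19 (18 within the list, camera FDR 2.47e-63), with Acta2 at 12564 ± 5924 against 194 CPM (FDR 5.50e-22), Myl9 at 8687 against 300.3 and Flna at 8049 against 269. Arterial endothelial genes rose in 13 of 17 (15 within the list, camera FDR 8.57e-19), with Mgp at 7749 against 812 CPM. Pan-endothelial genes rose in 10 of 21 and fell in 1 (12 within the list and 1 lower, camera FDR 1.24e-09), with Pecam1 at 1661 against 185 and Nos3, the endothelial nitric oxide synthase, at 464 against 20.2. The endothelial growth factor receptor Kdr fell (58.5 against 548 CPM, FDR 0.00652). Mesangial and pericyte genes rose in 6 of 13 and fell in 1 (6 within the list and 1 lower, camera FDR 1.89e-06), led by Rgs5 (5081 against 159 CPM), while the growth factor Ptn fell (FDR 0.0133). Fibroblast genes rose in 9 of 14 (10 within the list, camera FDR 1.02e-10), with Dcn at 1281 against 311 CPM. Collagen IV and laminin genes rose in 5 of 15 (6 within the list and 2 lower, camera FDR 0.0174, 0.102 with an estimated correlation), with Lamb2 at 1409 against 188. Vasoactive genes rose in 6 of 15 (7 within the list, camera FDR 0.00167), with the calcium-activated potassium channel Kcnma1 at 106 against 0.572 CPM. Adhesion genes rose in 4 of 10 (4 within the list, camera FDR 0.0481, 0.12 with an estimated correlation), including the selectin Selp (FDR 0.00593). Erythrocyte genes rose in 5 of 8 (7 within the list, camera FDR 1.78e-05, 0.0652 with an estimated correlation), Hbb-bt among them (FDR 2.12e-07). Of the immediate early list, Jun (FDR 0.0263) and Ier2 (FDR 0.0452) rose, 2 of 11 (2 within the list), and camera did not call the list (FDR 0.0665). In these groups, calls ended for Ptn without glomerular 100 (FDR 0.0619), Selp without arteriole 96 (FDR 0.19) and Jun without arteriole 93 or 96 or glomerular 98 (up to 0.151). So they did for Ier2 without any 1 of the 16 libraries except arteriole 100 and capillary 100 and venule 96 (up to 0.134). Among called genes, the log2 fold change moved from 4.59 to 5.42 for Nos3 without capillary 93. Without arteriole 98 it moved from -2.61 to -3.58 for Kdr. Without arteriole 96 it moved from 2.55 to 1.95 for Hbb-bt. Without capillary 100 it moved from 3.73 to 4.33 for Ier2.

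Proximal tubule genes fell in 13 of 26 (20 within the list, camera FDR 5.98e-10), with Kap at 7818 against 30816 CPM. Genes of the loop, distal tubule and collecting duct fell in 6 of 17 and rose in 1 (7 within the list and 1 higher, camera FDR 0.00219), with Umod, the loop protein uromodulin, at 268 against 1115. Podocyte genes fell in 9 of 20 and rose in 4 (11 within the list and 4 higher, camera FDR 0.00365), and 2 of those that rose, Plce1 (FDR 0.0386) and Nes (FDR 0.0247), did so with lower arithmetic means than the others. The lowest single genes were Slc16a12, a creatine transporter (0.283 against 58.4 CPM, FDR 0.000666), Kctd17 (164-fold lower, FDR 4.39e-06), the galactose-related kinase Galk2 (106-fold, FDR 0.00241) and the kinase Cdc42bpg (74.6-fold, FDR 0.000663). Genes lower in arterioles than in the other compartments numbered 393. Calls ended for Plce1 without any 1 of the 16 libraries except arteriole 93 and 96 and capillary 98 and 100 and venule 93 and 98 (up to 0.149) and Nes without arteriole 96 (FDR 0.0601). The log2 fold change moved from 2.7 to 3.99 for Plce1 without capillary 98. Without capillary 93 it moved from 1.84 to 2.49 for Nes.

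Glomeruli had 180 markers, of which 18 were exclusive. By fitted fold change the first were Dync1i1, a dynein subunit (954 counts in the 4 glomerular libraries against 3 in the 12 others, FDR 0.000701) and Gabrb1, a subunit of the GABA-A receptor (chromosome 5, 71658113 to 72149037, GRCm38, 1300 against 4 counts, FDR 0.000539). The next was Adgrl3, an adhesion receptor of the latrophilin family (1307 against 5 counts, FDR 0.000786). Myl7, a myosin light chain known from heart atria, stood at 343 times the mean of the others (FDR 4.01e-05), the vesicle protein Rab3b at 284 times (FDR 4.83e-05) and Rhpn1 at 223 times (335 ± 98.7 CPM, SD, n = 4, FDR 8.02e-10). Wt1os (234 times, FDR 0.000249), the amyloid precursor-like protein Aplp1 (180.1 times, FDR 7.57e-06), Tmem54 (251 times, FDR 0.00115) and Myom2 (chromosome 8, 15057653 to 15133541, 662 ± 72.9 CPM, 233 times, FDR 3.33e-13) followed. Each of the 10 exceeded all 12 other libraries in 4 of 4 glomerular libraries. The 18 exclusive markers included Myl7, Rab3b, Rhpn1, Aplp1, Myom2, Clic3, Ddn, Nphs1, Wt1, Cdkn1c, Ren1, Thsd7a, Dkk2, Ehd3, Podxl, Kdr and Nrp1, and they numbered 11 without glomerular 96 and 10 without glomerular 100. Fitted log2 fold changes moved from 8.99 to 9.61 for Gabrb1 without arteriole 96. Without arteriole 93 it moved from 8.79 to 9.48 for Adgrl3. Without glomerular 100 it moved from 8.79 to 7.53 for Adgrl3. Without venule 100 it moved from 8.79 to 9.58 for Adgrl3. Without venule 93 it moved from 7.93 to 8.66 for Aplp1.

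Podocyte genes rose in 17 of 20 (19 within the list, camera FDR 3.48e-62), with Podxl at 3557 against 449.9 CPM and the cell cycle inhibitor Cdkn1c at 737 against 11.8. Glomerular endothelial genes rose in 6 of 12 (9 within the list, camera FDR 6.56e-12), with Ehd3 at 2220.3 against 143 CPM and Mapt at 1108 against 291. Mesangial genes rose in 4 of 13 (4 within the list, camera FDR 1.27e-05), with Ptn at 229 against 4.63 CPM and Sfrp2, a Wnt antagonist, at 199.9 against 6.8. Pan-endothelial genes rose in 2 of 21 (2 within the list, camera FDR 0.00147), Kdr (1261 against 147 CPM, FDR 3.19e-05) and Cldn5 (FDR 0.0163), the second with a lower arithmetic mean than the other 12 libraries (109 against 135). Venous genes were called downward although 1 was higher, Flrt2 (FDR 0.0263), and 0 of 12 lower (0 within the list, camera FDR 0.0422, 0.0652 with an estimated correlation). Parietal epithelial genes gave 0 of 7 (1 within the list, camera FDR 0.255) higher and were not called. Calls ended for Cldn5 without glomerular 96 (FDR 0.0952) and Flrt2 without glomerular 93, 96, 98 or 100 (up to 0.10). Among these genes, log2 fold changes moved from 6.10 to 6.71 for Cdkn1c without venule 100. Without arteriole 98 it moved from 4.68 to 5.93 for Flrt2.

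Proximal tubule genes fell in 18 of 26 (21 within the list, camera FDR 8.38e-26), with Kap at 3966 against 32099.9 CPM. Genes of the loop, distal tubule and collecting duct fell in 3 of 17 (6 within the list, camera FDR 7.14e-06), among them the water channel Aqp2 (FDR 0.00345). Genes of fatty acid oxidation fell in 1 of 16 (3 within the list, camera FDR 5.96e-06), namely Acadm (FDR 0.0211). Mitochondrially encoded genes fell in 6 of 8 (7 within the list, camera FDR 3.90e-07), with mt-Nd1 at 7637 against 18350.2 CPM, and their share of counts was the lowest of the 5 groups. Smooth muscle genes fell in 5 of 19 (6 within the list and 2 higher, camera FDR 6.93e-05), with Cnn1 at 2.3 against 551 CPM. Fibroblast genes fell in 4 of 14 and rose in 1 (9 within the list and 2 higher, camera FDR 2.83e-06), with Dcn at 33.8 against 727. The lowest single genes were the ketone body enzyme Bdh1 (18.8-fold lower, FDR 0.00129), Aqp2 (15.5-fold), Cobll1 (10.3-fold, FDR 0.0322) and the monooxygenase Fmo2 (8.76-fold, FDR 0.000297). Genes lower in glomeruli numbered 162. Calls here ended for Acadm without glomerular 93, 98 or 100 (up to 0.119) and Cobll1 without glomerular 93, 96, 98 or 100 (up to 0.111). Among called genes, log2 fold changes moved from -3.91 to -4.68 for Aqp2 without glomerular 100. Without glomerular 96 it moved from -4.12 to -4.82 for Bdh1.

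Peritubular capillaries had 394 markers, 9 of them exclusive. Among the first 10 by fitted fold change were Slc5a10, a sugar cotransporter of proximal tubule, at 324 ± 122 CPM (SD, n = 4, chromosome 11, 61672781 to 61720826, GRCm38, 24.6 times the other 12 libraries, FDR 1.44e-05) and the organic anion transporter Slco1a1 at 459 ± 187 CPM (22.2 times, FDR 3.14e-06). The retinol dehydrogenase Rdh16f2 (18.8 times, FDR 0.000469), Agt, which encodes angiotensinogen (37.9 times, FDR 0.00415), the protease inhibitor Pzp (21.7 times, FDR 0.000826) and the organic solute transporter Slc51a (14.8 times, FDR 0.00137) were also among them. Glt1d1, Ngef, Ugt8a and the cytochrome P450 Cyp2a5 stood at 23.7, 10.8, 9.62 and 14.6 times the mean of the others (FDR 0.0037, 0.00949, 0.00317 and 0.0114). Of the 10, Slc5a10, Slco1a1, Agt, Pzp and Slc51a exceeded all 12 other libraries in 4 of 4 capillary libraries, Rdh16f2, Glt1d1, Ugt8a and Cyp2a5 in 3 and Ngef in 2. The 9 exclusive markers were Slco1a1, Nat8, Slc27a2, Kap, Slc7a13, Napsa, Arl6ip1, Lpl and mt-Rnr2. They numbered 15 and 25 without arteriole 93 and 96, 4, 3 and 3 without capillary 96, 98 and 100, and 2, 2, 1 and 4 without venule 93, 96, 98 and 100. Markers numbered 242 without capillary 100. Calls of the named markers ended for Glt1d1 without capillary 100 (FDR 0.0609), Ngef without capillary 98 (FDR 0.0962) and Cyp2a5 without capillary 98 (FDR 0.0723). The log2 fold change moved from 4.81 to 5.40 for Slc5a10 and 5.30 to 5.91 for Glt1d1 without arteriole 100. Without venule 98 it moved from 5.30 to 6.78 for Glt1d1. Without glomerular 98 it moved from 4.65 to 5.67 for Ugt8a.

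Proximal tubule genes rose in 23 of 26 (26 within the list, camera FDR 6.26e-41), with Kap at 71437 ± 19937 against 9609.7 CPM (FDR 1.97e-18), Slc34a1 at 9716 against 2444 and Acsm2 at 8116 against 1912, in the libraries with the largest proximal tubule share. Genes of the loop, distal tubule and collecting duct rose in 5 of 17 (8 within the list, camera FDR 3.09e-05), with the salt cotransporter Slc12a3 at 1016 against 172 CPM, and genes of fatty acid oxidation in 3 of 16 (5 within the list, camera FDR 2.19e-05). The capillary endothelial list held 2 higher genes, the carbonic anhydrase Car4 (560.2 against 98.2 CPM, FDR 0.000219) and Ly6a (FDR 0.00184), and 1 lower, Ly6c1 (FDR 0.000525), of 15 (2 and 2 within the list), and was not called (camera FDR 0.875). The log2 fold change moved from 3.27 to 4.12 for Slc12a3 without arteriole 98.

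In these libraries pan-endothelial genes fell in 5 of 21 (10 within the list, camera FDR 8.89e-10), with Pecam1 at 61.3 against 718 CPM. Arterial genes fell in 6 of 17 (7 within the list, camera FDR 1.71e-08), with Mgp at 244 against 3314. Smooth muscle genes fell in 13 of 19 (15 within the list, camera FDR 2.63e-20), with Acta2 at 49 against 4366. Mesangial genes fell in 7 of 13 (9 within the list, camera FDR 4.57e-09). Podocyte genes fell in 6 of 20 (8 within the list, camera FDR 1.93e-09), with Podxl at 121 against 1595 CPM. Fibroblast genes fell in 6 of 14 (8 within the list, camera FDR 2.87e-07). Erythrocyte genes fell in 4 of 8 (6 within the list, camera FDR 6.73e-13), with Hbb-bs at 646 against 12532. Leukocyte genes fell in 2 of 16 (3 within the list, camera FDR 0.00145). Vasoactive genes fell in 1 of 15 (1 within the list, camera FDR 0.031, 0.0528 with an estimated correlation), namely Npr1 (FDR 0.00374). Adhesion genes fell in 1 of 10 (1 within the list, camera FDR 0.0181, 0.0588 with an estimated correlation), namely Jam2 (FDR 0.0175). Lymphatic genes fell in 1 of 5 (1 within the list, camera FDR 0.0274, 0.073 with an estimated correlation), namely Pdpn (FDR 0.0122). The lowest single genes were Gdf10, a growth factor of the BMP family (173-fold lower, FDR 5.79e-05), the phosphatase Ptp4a3 (157-fold, FDR 2.62e-06), the collagen Col8a1 (149-fold, FDR 2.98e-06) and H2-Q7 of the major histocompatibility complex (50.9-fold, FDR 3.85e-05). Genes lower numbered 355. In these groups, calls ended for Jam2 without capillary 93, 96 or 98 (up to 0.0571). Log2 fold changes of called genes moved from -3.45 to -4.09 for Npr1 without capillary 93. Without capillary 100 it moved from -7.16 to -7.99 for Jam2. Without arteriole 98 it moved from -5.05 to -3.86 for Pdpn. Without capillary 96 it moved from -7.15 to -7.93 for Gdf10.

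Venules had 28 markers and 1 exclusive marker, mt-Nd1, a mitochondrial gene singled out after its values were seen (25650.3 ± 4434 CPM against 12346, SD, n = 4, FDR 4.61e-06). By fitted fold change the first were Fam151b (23.7 ± 2.52 CPM, 17 times the other 12 libraries, FDR 0.0347), Mir6236 (5.25 times, FDR 0.0451), the nonmuscle myosin Myh14 (3.95 times, FDR 0.0485) and Igf1, which encodes insulin-like growth factor 1 (chromosome 10, 87858265 to 87937042, GRCm38, 182 ± 26.4 CPM, 18.3 times, FDR 0.013). The cystine transporter subunit Slc7a9 stood at 2.23 times, the matrix proteoglycan Dcn at 1.9 times, Ttr at 2.64 times, the sterol carrier Scp2 at 1.57 times and Hbb-bt at 2.19 times the mean of the others (FDR 0.00687, 7.04e-05, 0.000683, 0.0395 and 2.15e-05). Adamtsl1 passed (FDR 0.0485) with an arithmetic mean of 57.6 CPM against 87.2 in the others, since the test compares means on the log scale. Fam151b and Igf1 exceeded all 12 other libraries in 4 of 4 venule libraries, Myh14 in 1, and the other 7 named in 0. Markers numbered 43 without arteriole 96, and 17, 17 and 15 without venule 93, 96 and 100. Exclusive markers numbered 2 without arteriole 96, 3 without capillary 100 and 0 without venule 100. Calls ended for Fam151b without any 1 of the 16 libraries except arteriole 98 and capillary 93 (up to 0.0897), Mir6236 without any 1 of the 16 libraries except arteriole 93 (up to 0.111) and Myh14 without any 1 of the 16 libraries except arteriole 96 and 100 (up to 0.165). So they did for Igf1 without venule 93, 96 or 98 (up to 0.0652), Slc7a9 without venule 98 (FDR 0.0726) and Scp2 without any 1 of the 16 libraries except arteriole 93, 96, 98 and 100 and glomerular 100 (up to 0.117). This was also so for Adamtsl1 without any 1 of the 16 libraries except arteriole 96 and glomerular 98 and capillary 100 (up to 0.164). The log2 fold change moved from 6.78 to 8.19 for Fam151b without capillary 93. Without arteriole 93 it moved from 5.94 to 6.64 for Mir6236.

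Mitochondrially encoded genes rose in 5 of 8 (7 within the list, camera FDR 6.03e-07), with mt-Nd4 at 33930.3 ± 6181 against 18984 CPM, and their share of counts lay above that of the other 3 compartments. The members mt-Nd1 and mt-Nd2 were picked by the study from these samples and are not independent evidence of the direction. Erythrocyte genes rose in 4 of 8 (4 within the list, camera FDR 3.92e-09), with Hbb-bs at 16289.6 against 7317 CPM. Fibroblast genes rose in 3 of 14 (8 within the list, camera FDR 6.44e-07), Dcn, Clec3b (FDR 0.00854) and Mfap5 (FDR 0.0394), the last with a lower arithmetic mean than the others. Proximal tubule genes rose in 2 of 26 (13 within the list, camera FDR 2.43e-10), Acsm2 (FDR 0.0115) and Slc34a1 (FDR 0.0451). Genes of the loop, distal tubule and collecting duct rose in 1 of 17 (10 within the list, camera FDR 4.64e-10), the calcium-binding Calb1 (FDR 0.0145). Leukocyte genes were called upward with 0 of 16 (0 within the list, camera FDR 0.00605, 0.0928 with an estimated correlation) higher. Smooth muscle genes fell in 4 of 19 (8 within the list, camera FDR 1.24e-09), with Mylk at 466 against 2197 CPM. Podocyte genes fell in 4 of 20 (4 within the list, camera FDR 5.38e-05). Mesangial genes fell in 2 of 13 (3 within the list, camera FDR 0.00605, 0.0545 with an estimated correlation). Arterial genes were called downward with 2 of 17 (4 within the list and 1 higher, camera FDR 1.48e-07) lower, Unc5b (FDR 0.00304) and Sema3g (FDR 0.0429), and with Mgp higher on the log scale only (FDR 0.00393). Downward calls without a single gene passing were made for pan-endothelial genes at 0 of 21 (1 within the list, camera FDR 0.000626) and glomerular endothelial genes at 0 of 12 (1 within the list, camera FDR 0.00112). They were also made for collagen IV and laminin genes at 0 of 15 (2 within the list, camera FDR 0.00387) and vasoactive genes at 0 of 15 (0 within the list, camera FDR 0.00169). The lowest single genes were the kinase Mast4 (16.9-fold lower, FDR 0.0121), the nuclear envelope protein Sun2 (11.8-fold, FDR 0.0116), Arhgef7 (9.79-fold, FDR 0.0485) and Synpo, the actin protein synaptopodin (8.77-fold, FDR 0.0123). Among these, calls ended for Clec3b without venule 93 (FDR 0.0854), Mfap5 without any 1 of the 16 libraries except capillary 100 (up to 0.20) and Acsm2 without venule 100 (FDR 0.109). So they did for Slc34a1 without any 1 of the 16 libraries except arteriole 93, 96, 98 and 100 and glomerular 93 and 96 and capillary 100 (up to 0.151), Calb1 without venule 100 (FDR 0.197) and Sema3g without any 1 of the 16 libraries except arteriole 93, 96 and 100 and capillary 98 and 100 (up to 0.131). This was also so for Mgp without venule 96 (FDR 0.0502), Mast4 without venule 93 (FDR 0.0652) and Sun2 without venule 93, 98 or 100 (up to 0.0717). The same was seen for Arhgef7 without any 1 of the 16 libraries except arteriole 96 and 98 and capillary 93 and 100 (up to 0.143) and Synpo without venule 96 or 100 (up to 0.0821). Their log2 fold changes moved from 5.74 to 6.67 for Clec3b without arteriole 93. Without venule 96 it moved from -3.86 to -4.46 for Mast4 and -3.21 to -4.44 for Sun2.

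The genes the study measured by quantitative RT-PCR formed the last list. Those picked as markers from these sequencing data are not independent evidence of a direction. Of 25 tested, 7 were higher and 4 lower in arterioles than in the other compartments (7 and 6 within the list), 7 and 5 in glomeruli (8 and 9), 5 and 4 in peritubular capillaries (5 and 7) and 3 and 0 in venules (6 and 4). Against whole kidney the counts were 7 and 8 in arterioles (8 and 9 within the list), 4 and 6 in glomeruli (8 and 7), 0 and 0 in peritubular capillaries (0 and 1) and 0 and 0 in venules (1 and 1), by edgeR. Camera called the list in 0 of 8 contrasts, and its median and mean differed in sign in arterioles and glomeruli in both families and in venules against whole kidney. Over all 22 lists, camera called 41 of 88 tests against whole kidney and 51 of 88 against the other compartments, of which 35 and 42 held with an estimated correlation.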

Values the study reported

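The study reported that between 11,000 and 15,000 unique genes were detected in the sequenced samples. It described 300 genes enriched over the whole kidney in post-capillary venules and 1,500 in glomeruli as the ends of the range over the 4 compartments. Over 70% of the enriched genes were described as specific to a single compartment. The number of marker mRNAs was given as 512 for arterioles and 3 for post-capillary venules, with a minimum of 10 RPM (reads scaled to library size) in all replicates. Libraries were sequenced with n = 4 per group. By quantitative RT-PCR in samples of 8 mice, Pecam1 in peritubular capillaries and in post-capillary venules gave P = 0.9943 and P = 0.8499 against the whole kidney.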

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

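None of the tests in this part was chosen after its result was seen. In each group of 4 libraries, the gap between the most extreme library and its nearest neighbour was set against the group's whole range. In 11 of 189 groups of values (5.8%) it passed the 95% limit of Dixon's test, and chance alone picks about 1 in 20 groups. These are libraries far from the other 3 of their group, and the first value below is theirs and the second that of the nearest of the other 3.

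Total counts were 9792824 against 7533913 in glomerular 98 and 4639090 against 8433741 in venule 98. Mitochondrial ribosomal RNA took 1.28% against 1.77% of counts in arteriole 93, and mt-Rnr2 stood at 64067.2 against 44576.3 CPM in capillary 100. The glomerular endothelial list took 0.732% against 0.584% in glomerular 93. The lymphatic list took 0.00235% against 0.00047% in capillary 98, and 0.00395% against 0.00464% in whole kidney 96. The loop, distal tubule and collecting duct list took 0.516% against 0.335% in venule 100. Serpinf1 stood at 355.8 against 88.2 CPM in arteriole 96, Adgrl3 at 94.2 against 19.4 CPM in glomerular 100, and Rhpn1 at 187.9 against 366.5 CPM in glomerular 98. No explanation, technical or biological, was tested for these 11 values.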

How the results depend on the processing

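Chosen after the data were seen were the edgeR 4 method, the 8-library fit with independent filtering, the overlap with 8 libraries, the arteriole libraries left out, the simulation of unequal spread, and leaving out libraries for genes detected, shares and grouping. The tests on simulated data recovered few 4-fold changes, so a missing call does not show equal levels. Counts thinned to the smallest total gave 618, 211, 12 and 28 genes higher, of which 617, 209, 12 and 27 were among the genes reported, so fewer counts cost most calls in arterioles. Counts follow the order arterioles, glomeruli, capillaries, venules, and below are given where 1 or more of the 4 moved by over 1.5 times. The cause was not tested except where the setting itself names it (fewer libraries, fewer genes tested, no minimum).

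The reported counts are 798, 219, 12 and 28 genes higher, 760, 203, 1 and 3 lower, 580, 180, 394 and 28 markers, and 84, 18, 9 and 1 exclusive. The DESeq2 Wald test gave 1783, 463, 51 and 83 genes higher, 2041, 556, 390 and 229 lower, 945, 227, 479 and 83 markers, with 236, 52, 24 and 1 exclusive. DESeq2 size factors gave 828, 157, 344 and 17 markers, with 125, 14, 2 and 0 exclusive, all by edgeR. Limma voom gave 1016, 1444, 211 and 245 genes higher, 1889, 2190, 1085 and 1064 lower, 506, 689, 646 and 94 markers, with 163, 80, 48 and 5 exclusive. The edgeR 4 method gave 2051, 692, 25 and 46 genes higher, 654, 427, 3 and 4 lower, 861, 336, 647 and 51 markers, with 235, 63, 22 and 4 exclusive. No filter on low counts gave 771, 206, 28 and 43 genes higher, 400, 200, 8 and 5 lower, 627, 219, 421 and 94 markers, with 115, 17, 20 and 4 exclusive. Independent filtering gave 1052, 342, 71 and 75 genes higher, 692, 294, 17 and 9 lower, 639, 229, 444 and 100 markers, with 147, 23, 24 and 4 exclusive. The replicate number as a block gave 686, 215, 19 and 29 genes higher, 1051, 260, 4 and 2 lower, with 81, 17, 12 and 2 exclusive. Thinned counts gave 815, 256, 3 and 4 genes lower, with 76, 17, 10 and 3 exclusive. Leaving out mitochondrial and hemoglobin genes gave 786, 229, 2 and 3 genes lower. No fold threshold gave 767, 207, 2 and 3 genes lower. No CPM minimum gave 988, 299, 524 and 45 markers. All 20 libraries in the marker fit gave 770, 296, 608 and 116 markers, with 146, 36, 23 and 3 exclusive. The other 12 libraries pooled gave 305, 55, 114 and 0 markers by edgeR, with 94 venule genes higher at an unadjusted p under 0.05. Only the 8 libraries of the 2 groups gave 1125, 1508, 314 and 317 genes higher, with 2424, 1319, 1066 and 765 lower. These 8 with independent filtering gave 1502, 1593, 606 and 491 genes higher, with 4938, 2999, 3057 and 2132 lower.

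Without the arteriole libraries the fit called 375, 76 and 51 genes higher in glomeruli, capillaries and venules, with 615, 14 and 10 lower. The 51 venule genes, against 28, leave a large spread between the arteriole libraries as a candidate cause, in a test planned ahead of its result. Unequal spread of microdissected and whole kidney libraries cannot be told apart from other causes of the higher 8-library counts. In simulated venule data the 8-library fit recovered more 4-fold genes (8%) than the 20-library fit, but fewer 16-fold genes.

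With each library left out in turn, genes higher ran from 438 to 866, 115 to 158, 6 to 15 and 12 to 29, and genes lower from 333 to 706, 91 to 123, 0 to 4 and 1 to 1. The 0 of capillaries, by edgeR, came without any 1 whole kidney library, where 1102 to 1194 genes were lower at an unadjusted p under 0.05. Markers ran from 461 to 672, 144 to 218, 242 to 491 and 15 to 43, and exclusive markers from 60 to 105, 10 to 22, 1 to 25 and 0 to 3. The passing contrasts of the 5 study genes ran from 8 to 10 (9 reported), and share comparisons at the smallest exact p from 34 to 49 (47 reported). Mean genes detected ran from 11612 to 12004.3, 13272.7 to 13695, 12332.7 to 12892 and 12512.3 to 13073. Correlation within minus between groups ran from 0.035 to 0.055 over 20 libraries and 0.033 to 0.043 over 16.

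The overlap share was 73.1% with 8 libraries (1800 of 2464 genes, 9 in all 4 compartments) against 79.7%. With separate whole kidney pairs, both ways round, arterioles also shared 1 and 1 genes with capillaries. Capillaries shared 0 and 0 with glomeruli and with venules. Without a fold threshold capillaries and venules shared 2.

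Reversed in sign with the other 12 libraries pooled were Adamtsl1 (-0.59), Mgp (-0.53) and Mfap5 (-0.36) in venules, Cldn5 (-0.31), Lamb2 (-0.23) and Itga8 (-0.08) in glomeruli, and Nes (-0.69) and Plce1 (-0.11) in arterioles. Pooling weighs libraries and not compartments alike, on the arithmetic scale. In arterioles, Prox1 ran from -3.66 without arteriole 93 to 6.77 without capillary 98, and Laptm5 came to -0.85 by voom (the cause was not tested). Of the named genes' other values against the other compartments, 13914 kept direction and side of the threshold, 559 fell short of it and 322 passed it. Against whole kidney these were 8931, 362 and 562. Camera tests, called or not, kept their side 337 times, and 15 calls were lost. DESeq2 size factors shifted the median of all genes from 0.22 to 0.39 in arterioles against whole kidney, and against the other compartments from 0.31 to 0.55 in arterioles and 0.11 to -0.02 in glomeruli. Libraries of the same number had residual correlations up to 0.0932 (mean 0.00867, against -0.00292 for other numbers), and 12 of 20 matched best a library of their number (5 by chance). The study collected compartments per mouse, so a number may mark a mouse, but no source used here says so. As 0 of 40 pairs passed 0.1, the numbers were not taken to pair samples.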

Other observations

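The tests in this part were chosen after the results were seen, except that of small inputs. Ren1, which encodes renin, was singled out after its values were seen. It was an exclusive marker of glomeruli, at 1092 ± 462 CPM (SD, n = 4) against 9.64 in arterioles, 16.2 in peritubular capillaries, 100.4 in venules and 47.6 in whole kidney (FDR 2.65e-08 against the other compartments). Akr1b7, an aldo-keto reductase, held 800 counts in glomeruli against 4 in the 12 other compartment libraries (FDR 0.00204). Its log2 fold change moved from 8.19 to 9.13 without arteriole 93. The study's quantitative RT-PCR of Akr1b7 found arterioles and glomeruli alike. No explanation was tested, and Ren1 was not refitted with libraries left out.

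Peritubular capillary libraries held more proximal tubule transcripts than whole kidney. Their pan-endothelial share was not shown to differ, and their capillary endothelial share was higher, without a camera call. Of 26 proximal tubule genes, 24 (92.3%) were higher in capillaries than in whole kidney, led by Kap (71437 against 28754 CPM), Slc34a1 (9716 against 2808) and Acsm2 (8116 against 4308.5). This count was made after the larger share of that list was seen and adds little. Material of proximal tubules taken with the capillaries stays open as a hypothesis: all 26 genes are expressed in whole kidney, none is on another list or the study's, and microdissection has no sort that removes such material. The pan-endothelial median (0.83) lay at percentile 98.3 of 10000 random lists matched on whole kidney level (median 0.21, all genes 0.18). This passed the bound set beforehand. Genes of the same level would be lost alike, so the value cannot tell whether low-level transcripts were lost in small inputs. A masked endothelial excess is not excluded.

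Mitochondrially encoded transcripts took a larger share in venules than in the other compartments. Against capillaries, tubule material is argued against, as 4 of 4 capillary libraries lay below every venule library while holding a larger proximal tubule share on average, and so is loss of cytoplasmic RNA, as protein transcripts differed 1.93-fold and ribosomal RNA 0.697-fold (ratio 2.76). Against arterioles and glomeruli both stay open. All 4 venule libraries held a larger proximal tubule share (at least 3.63%) than any arteriole or glomerular library (up to 1.89%), as tubule material needs. Protein transcripts and ribosomal RNA also moved alike (ratio 1.06 at most), as RNA loss needs. A difference between the compartments themselves was not tested.

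Other splits of the libraries were counted for each number of genes called. Against whole kidney, only the real split of 35 gave as many genes in each of the 8 results. Splits that mix groups also widen the spread and call less, so this count cannot exclude chance. It says least for the 1 and 3 genes lower in capillaries and venules. Counting either direction, the highest other split gave 5 genes for arterioles (798 and 760 in the real one), and 0 for glomeruli (219 and 203), capillaries (12 and 1, the 1 lost without any 1 whole kidney library) and venules (28 and 3). Of 100 splits of 16 libraries, only the real one gave as many arteriole (580, next 190), glomerular (180, 103) or capillary markers (394, 123). So it was for exclusive markers of arterioles (84, 3), glomeruli (18, 0), capillaries (9, 0) and venules (1, 0, lost without venule 100). A comparison with 0 says little. For the 28 venule markers 5 of 100 splits gave as many, the highest 80, so chance is not excluded there.

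Here 219 genes were higher in glomeruli than in whole kidney and 28 in venules, both below the study's. The fits differ, and with only the 8 libraries of each comparison the counts were 1508 and 317, or 1593 and 491 with independent filtering, the filter named in the study's methods. None of these lies below the study's. Venule markers numbered 28 here. The study's number is lower. With the other 12 libraries pooled, nearer to the study's reference, the count was 0 by edgeR (94 at an unadjusted p under 0.05), below the study's.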
